A study of Mus musculus with 48 samples. Its data were reported in "Harmonics of Circadian Gene Transcription in Mammals" (2009).

How the data were processed

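NIH3T3 cells had been synchronised with forskolin and sampled every hour from hour 20 to hour 67, with 1 Affymetrix mouse genome array per hour and 48 arrays in all. The deposited values were probe set summaries in intensity on a linear scale, background-corrected and normalized between arrays by the authors. The paper's methods name GCRMA for the expression values and MAS5 for the present and absent calls, whereas the processing notes of the series name MAS5 only, and the values, with near-equal quantiles and a common floor, look like GCRMA values. The versions are not given in the sources used here, and the scaling constant of the values is not known, so levels are read only within this series. Values ranged from 34.8 to 7.612e+05 and were taken to log2 without an added constant. Array medians lay between 6.58 and 6.71 and upper quartiles between 13.17 and 13.26.

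Of 45037 probe sets, 34945 had a single gene symbol, 932 had several and 9160 had none, and 34741 symbols were brought up to date through their gene identifiers. The 64 control probe sets were kept out of all tests and used only for array quality. No probe set was filtered out. A gene was shown by its probe set with the highest mean log2 value unless another is named. The number of arrays limits the precision of each value.

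Rhythms were tested in 2 ways, as in the paper's methods. The COSOPT program was not used. In its place each series was freed of its linear trend and fitted with cosines of 6 to 30 h in steps of 0.1 h, and the p-value of the best fit was read from 2000000 Gaussian null series, so that the smallest p is 5e-07. Fisher's G-test used its exact p-value over 23 Fourier periods, without removal of a trend. Both sets of p-values were turned into Storey q-values with a spline of 3 degrees of freedom, which put the share of true nulls at 0.266 for the cosine fit and 0.635 for the G-test. The degrees of freedom were set to 3 after the first q-values were seen. A probe set was called at about 24, 12 or 8 h when both q-values were under 0.05, the fitted period lay over 20 and under 30 h, over 10 and under 14 h or over 7 and under 9 h, and the G-test peaked at 24, 12 or 8 h. The cosine fit alone was also read at q under 0.1.

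Amplitude (log2, mean to peak), peak hour and linear slope came from limma 3.58.1 in R 4.3.3, with a 24 h cosine and a linear term in 1 model, moderated tests and Benjamini-Hochberg adjustment at 0.05. Standard errors are those of the fit. A change of the cosine, in amplitude or phase, was tested as its interaction with the window, hours 20 to 43 against hours 44 to 67. Gene lists were tested for a trend with camera at a preset correlation of 0.01 and, as an alternative, an estimated one. A list's mean profile of z-scores was tested for a rhythm at 24, 12 and 8 h with 100000 permutations of the hours and set against 10000 random lists matched in 20 bins of expression, with Benjamini-Hochberg adjustment over 96 pairs of list and period. Counts of members are given over all probe sets and adjusted over the list alone. Sampling every 2, 3, 4 or 6 h was mimicked by taking every such array from each possible first hour, with 400000 null series and a shortest period of 6, 8, 10 or 14 h. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

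The 32 gene lists were core clock, clock output, clock kinase and ligase, the study's 12 h genes, unfolded protein response, integrated stress response, heat shock, immediate early and CREB targets, DNA replication, mitosis, cholesterol synthesis, lipid synthesis, extracellular matrix, SRF and actin, interferon response, NF-kB and chemokine, hypoxia and glycolysis, NRF2, p53, oxidative phosphorylation, ribosomal protein, lysosome and autophagy, FoxO and quiescence, TGF-beta, proteasome, and markers of adipocytes, macrophages, epithelium, endothelium, skeletal muscle, neurons and fibroblasts. The lists, groups, tests, thresholds, other settings to try and the rule for named genes were fixed before the data were examined. The rule named every core clock and clock output gene, the genes called by both tests (at most 30, by smallest cosine p), the 10 largest rises and 10 largest falls of the linear trend among probe sets with 1 symbol and a mean above the median of all probe sets, and up to 4 members per list with the largest change past the threshold. For the cosine fit alone the rule set no limit, and the limit of 30 was set after the count was seen.

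Other settings fixed in advance were Benjamini-Hochberg in place of Storey q, linear values, quantile normalization, centring on array medians, probe sets above the median only, normal scores, removal of the first principal component, hours 20 to 25 left out, single arrays replaced by the mean of their neighbours or left out, a detrended G-test, a narrower period search of 20 to 28 h, limma's fixed cosine, best-fit periods, all probe sets averaged, 6 h means, a window contrast blocked by hour of the cycle, and an estimated correlation. Chosen after the data were seen were the β-actin 3′ minus 5′ difference as a covariate, the arrays with a difference over 1.4 left out or interpolated, a term for the arrays of hours 52 to 55, their removal, the same term for each other run of 4 arrays, a lag-1 correlation of the residuals, Benjamini-Hochberg above the median, and calls by both tests with no demand on the G-test period. On simulated series of 45037 probe sets, calls by both tests recovered 0, 26.9 and 100% of 24 h rhythms, 0, 44.8 and 100% of 12 h rhythms and 0, 23.9 and 100% of 8 h rhythms of 0.5, 1 and 2 SD. These shares hold for the simulated series only. In the real series the G-test peaked at 48 h with q under 0.05 for 22700 probe sets. Those could not be called at 24, 12 or 8 h, whatever their rhythm. Other samples of the study are not analysed here.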

Results

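The series followed gene expression in NIH3T3 cells, a mouse fibroblast line, after a pulse of forskolin, a drug that raises cyclic AMP and sets the circadian clocks of cultured cells to a common phase. RNA was taken once per hour from hour 20 to hour 67, and each of the 48 samples was hybridized to its own Affymetrix array, so 1 array stands behind each hour and there are no replicate arrays at any hour. The arrays held 45037 probe sets besides 64 controls. Of these, 34945 had a single gene symbol. The number of arrays limits the precision of every value, and each ± below is a standard error from a fit over the 48 arrays. Array quality varied in ways that matter for several results. In 10 arrays the β-actin 3′ probe set exceeded the 5′ probe set by more than 1.4 on the log2 scale (median of all arrays 1.13, highest 2.42), a sign of shorter RNA or cDNA, and 4 neighbouring arrays, hours 52 to 55, had BioB spike-in values 0.90 above the mean of the others.

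The question of the first comparison was which parts of the clock oscillate in these cells, and with what phase and amplitude. Several genes of the negative limb of the clock, and the output genes Dbp and Tef, cycled with staggered peaks. Nr1d1 and Nr1d2, which encode the nuclear receptors that repress Bmal1, reached their fitted peaks first, at hours 21.8 ± 0.48 and 22.2 ± 0.14. Per3, Tef, Dbp, Cry2 and Per2 followed between hours 24.6 and 26.5, and Cry1, the late repressor, came at hour 27.9 ± 0.27. Npas2, a partner of Bmal1, peaked in the opposite phase, at hour 37.7 ± 0.57. Nr1d2 had a 24 h amplitude of 0.82 ± 0.03 on the log2 scale, a fitted peak-to-trough ratio of 3.10, and a best-fit period of 23.6 h that left little else in its series (R2 = 0.950). Per3 had an amplitude of 0.95 ± 0.05 and a period of 23.7 h, Dbp 0.73 ± 0.04 and 23.8 h, Per2 0.69 ± 0.05 and 22.5 h, Tef 0.58 ± 0.04 and 24.0 h, Cry1 0.49 ± 0.04 and 22.8 h, and Cry2 0.37 ± 0.06 and 23.7 h. Nr1d1 had the highest amplitude, 1.15 ± 0.14, and the highest ratio of 95th to 5th percentile, 10.8, with a longer best-fit period of 26.2 h, at a low mean of 8.97, and Npas2 had 0.61 ± 0.10 at a mean of 7.11, close to the median of all probe sets (6.67).

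**Figure D1:**
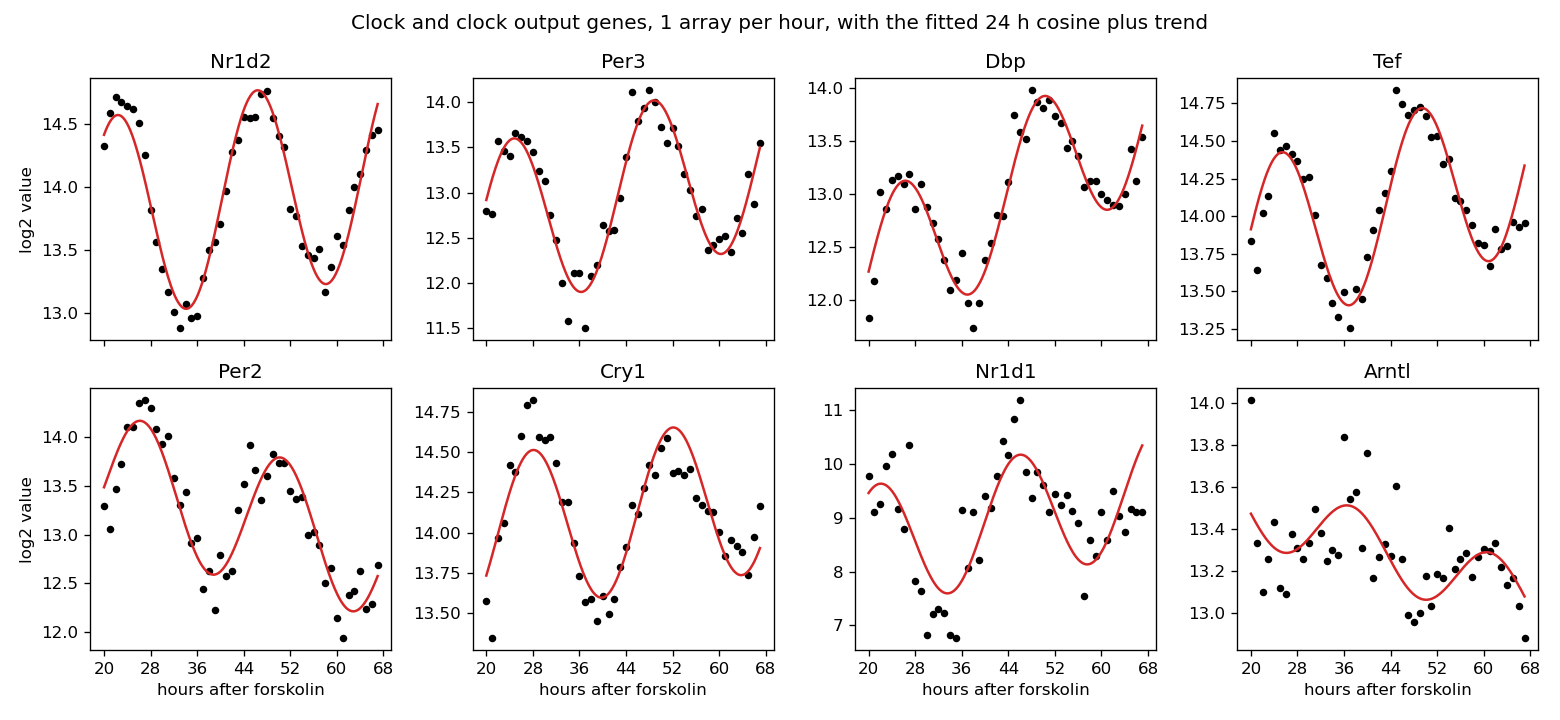
Log2 value of 8 clock and clock output genes against hours after forskolin. Each point is 1 array and the line is the fitted 24 h cosine plus linear trend. Dbp rises over the course, Cry1 swings less in the later hours, and Arntl shows a shallow wave.

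**Figure D2:**
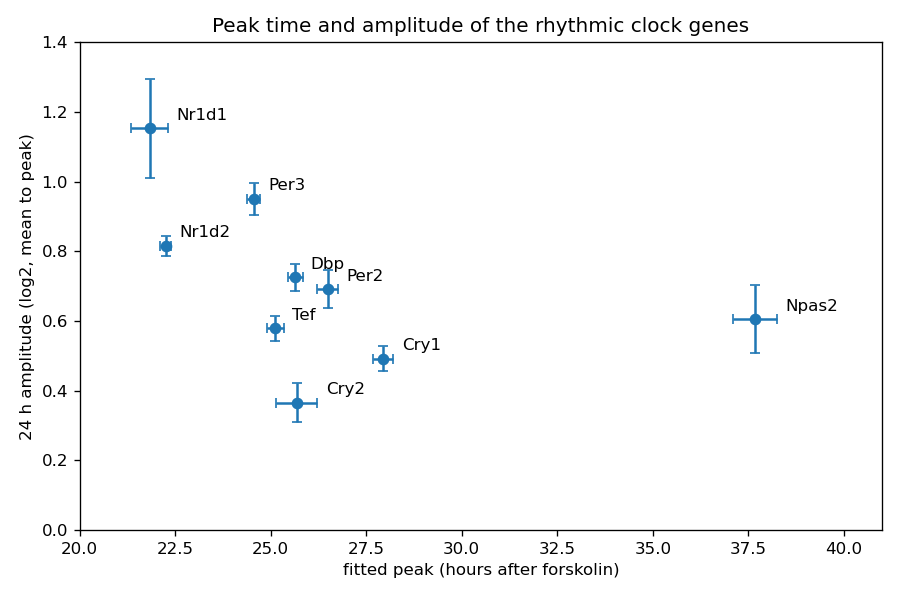
Fitted 24 h amplitude (log2, mean to peak) against fitted peak time (hours after forskolin) for the 9 clock and clock output genes past the test. Bars are standard errors of the fit. All but Npas2 peak between hours 21.8 and 27.9.

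By limma's moderated F-test of a 24 h cosine over all probe sets, 9 of the 26 measured core clock and clock output genes passed, and 14 did when adjusted over the list alone. Adjusted p-values ran from 2.23e-24 for Nr1d2 to 0.00199 for Npas2. Second probe sets of Dbp (amplitude 0.77 ± 0.07) and Tef (0.65 ± 0.09) also passed. Arntl, the gene of Bmal1, had an amplitude of 0.17 ± 0.04 with a fitted peak at hour 37.3 ± 0.81 and missed the test (adjusted p = 0.0780), but passed it with the β-actin difference as a covariate (adjusted p = 0.000311). Per1 (amplitude 0.22 ± 0.05) missed the test as well (adjusted p = 0.138) and passed it with that covariate (adjusted p = 0.0383). Per1 did not pass without the arrays of high β-actin difference (adjusted p = 0.164), although its amplitude there was 0.23. Nor did it pass with a term for hours 52 to 55 (adjusted p = 0.0794). Hlf (amplitude 0.17 ± 0.04, adjusted p = 0.0803), Wee1 (0.09 ± 0.02, 0.148) and Tsc22d3 (0.15 ± 0.04, 0.248) did not pass. Clock, Rora, Rorb, Bhlhe40, Bhlhe41, Ciart, Nfil3, Usp2, Nampt, Rgs16, Ppara and Pdk4 did not pass either, and of these Rorb, Bhlhe41, Ciart, Rgs16 and Ppara had mean values below the median of all probe sets.

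A second question was whether the clock genes lost amplitude over the course, since cultured cells drift apart in phase. Hours 20 to 43 and hours 44 to 67 hold 1 cycle each, 24 arrays per window. The amplitude of Cry1 went from 0.71 ± 0.04 to 0.39 ± 0.04, that of Nr1d2 from 0.91 ± 0.04 to 0.70 ± 0.04, and that of Nr1d1 from 1.37 ± 0.18 to 0.74 ± 0.20. Per2 went from 0.79 ± 0.08 to 0.67 ± 0.08. By limma's interaction test of the window with the cosine, the cosine of 10 of the 26 genes differed between the windows when adjusted over the list alone, with adjusted p-values of 1.5e-08 for Cry1, 0.00022 for Nr1d2, 0.0011 for Per2 and 0.035 for Nr1d1. The other 6 were Rora, Rorb, Ppara, Bhlhe41, Clock and Hlf, which had not passed the 24 h test. Amplitudes of Per3 (0.94 ± 0.08 and 0.88 ± 0.08), Tef (0.55 ± 0.06 and 0.55 ± 0.06) and Dbp (0.73 ± 0.07 and 0.68 ± 0.07) did not differ by this test. The test covers amplitude and phase together. Over all probe sets it called 22085, and a refit with a term for the 4 arrays of hours 52 to 55 called 819. With that term 6 of the 26 genes passed, Nr1d1 no longer among them (adjusted p = 0.181). The amplitudes of Nr1d1 changed little with the term, to 1.365 in the earlier window and 0.786 in the later. When each gene's best-fit period replaced 24 h, 3 (Cry1, Nr1d2 and Rora) passed. Per2 (adjusted p = 0.589) and Nr1d1 (adjusted p = 0.544) did not.

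The study asked how much of the transcriptome cycles in cells kept apart from the body's signals. Beyond the clock, most probe sets called by both tests at about 24 h had small swings, and genes of the endoplasmic reticulum's protein folding machinery stood among them. Sdf2l1, a chaperone partner in the endoplasmic reticulum, had an amplitude of 0.39 ± 0.06 (fitted peak-to-trough ratio 1.72) and a peak at hour 39.3. Creld2, Manf, Pdia6 and Hyou1, which act in the same compartment, had amplitudes of 0.19 ± 0.04, 0.16 ± 0.03, 0.16 ± 0.03 and 0.15 ± 0.03 and peaks between hours 38.4 and 41.1. Outside it, Ier5, an immediate early gene, had 0.17 ± 0.02 with a peak at hour 35.7, Tomm20, a subunit of the mitochondrial import receptor, 0.16 ± 0.02 at hour 28.1, the transcription factor gene Yy1 0.16 ± 0.03 at hour 27.0, Ifi27 0.12 ± 0.02 at hour 43.45, and Sar1b, a GTPase of vesicle export, 0.07 ± 0.01 at hour 31.4. Peaks were spread over the cycle: 32 called probe sets peaked in hours 20 to 28, 19 in hours 28 to 36 and 36 in hours 36 to 44.

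A probe set was called when a COSOPT-style cosine fit and Fisher's G-test both gave a Storey q under 0.05, the fitted period lay over 20 and under 30 h, and the G-test period was 24 h. This called 87 probe sets of 76 named genes. Of these, 9 probe sets belonged to 8 clock genes (Nr1d2, Per3, Tef, Per2, Cry1, Nr1d1, Cry2 and Npas2) and 78 to other transcripts, and 73 of the 78 had a fitted ratio under 1.5. Further genes among the 30 with the smallest p were Rab10os, Cep95, Mocs2, Ypel3, Dvl1, Slc2a4rg-ps, Pex16, Rprd2, Chkb, Ttll3, Rps7 and Slc15a2. None of these further genes passed limma's 24 h test when the arrays of high β-actin difference were left out (adjusted p from 0.0506 to 0.355). Ypel3 (0.0574) and Chkb (0.118) missed it with all arrays too. Of the 30 named genes, 7 (Ier5, Tomm20, Rab10os, Yy1, Hyou1, Pex16 and Rprd2) were called by a probe set that is not their brightest. Of these 7, no other probe set above the median of all probe sets passed limma's 24 h test. Dbp was absent because its G-test period was 48 h, as was that of Sphk2, a sphingosine kinase gene with a ratio of 2.60 (amplitude 0.69, period 24.3 h). With no demand on the G-test period the count was 135. The cosine fit alone at q under 0.1 called 2739 probe sets, with Sphk2, Car11, Eif5a2, Gtf2f2, Ogn and Bzw1 among those of smallest p. Most of the 2739 had an unadjusted p above 0.05, since 1084 probe sets were under it in that window, and at the same q the fit called 12513 probe sets at about 8 h, 10287 of them below the median of all probe sets, so this count is weak evidence of daily rhythms.

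These counts depended on the correction and on single arrays. With Benjamini-Hochberg in place of Storey q, 27 probe sets passed both tests and 70 passed the cosine fit alone. Replacing 1 array by the mean of its neighbours, which by construction smooths the series, gave between 59 and 583 calls by both tests. The count moved by over 1.5 times for 21 arrays: to 293, 140, 154, 184 and 147 for hours 21, 22, 23, 24 and 28, to 405, 583, 465, 205, 145, 184 and 157 for hours 35, 36, 37, 39, 40, 41 and 42, to 301, 166, 363, 531, 410 and 195 for hours 44, 47, 49, 51, 52 and 54, and to 147, 444 and 131 for hours 62, 65 and 66. For the cosine fit alone it moved as far for 6 arrays, to 5452, 5652, 4849, 4523, 4451 and 4594 for hours 21, 36, 37, 39, 44 and 54.

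Shorter rhythms, harmonics of the daily one, were the study's central subject in liver, and the same tests were run for them here. No probe set passed both tests at about 12 h. At an unadjusted p under 0.05, 65 probe sets had a period of 10 to 14 h by the cosine fit and 11 had a 12 h period by Fisher's G-test. At about 8 h, 8 probe sets passed both tests. They were those of Gm3912, Nupl1, Pigg, Stx3, Rtn4 and Ier5 and 2 without a gene symbol, and 2 of the 8, that of Ier5 among them, had mean values below the median of all probe sets. Ier5 was called there by another probe set than the one called at 24 h. At an unadjusted p under 0.05 the cosine fit gave 2633 probe sets with a period of 7 to 9 h. With Benjamini-Hochberg 1 of the 8 h calls passed, and with a term for the arrays of hours 52 to 55 the count was 0. Neighbour replacement of single arrays gave 0 to 14 calls at 12 h and 4 to 455 at 8 h, and moved the counts by over 1.5 times for 18 and 30 arrays. The highest counts at 12 h were 14, 12, 12 and 11 for hours 35, 37, 51 and 65, and at 8 h 455, 395, 346 and 260 for hours 49, 52, 65 and 37.

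Probe sets that cycle in liver at shorter periods were then followed in these cells. The lists come from liver arrays and not from these samples. Of the 260 probe sets of the 12 h liver list, none was called at 12 h. None had an unadjusted cosine p under 0.05 in that window. The median share of variance that a 12 h cosine took, 0.0251, was at the 64.8th percentile of 10000 random lists matched on expression, and at percentile 92.2 when the best period between 10 and 14 h replaced 12 h. At 24 h the same list had a median of 0.0666, at percentile 98.4, and 3 of its members were called at 24 h. None of the 63 probe sets of the 8 h liver list was called at 8 h, and 7 had an unadjusted p under 0.05. Its median at 8 h, 0.0923, was at percentile 97.04, which became 80.0 when the best period between 7 and 9 h replaced 8 h. The mean profiles of both lists missed a permutation test of the hours at their own period (p = 0.563 and 0.255). They missed it at 24 h as well (p = 0.3835 and 0.3826), where the profile of the 12 h list was at percentile 45.0 of random lists.

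Among 32 gene lists fixed in advance, the unfolded protein response, the genes that respond to misfolded protein in the endoplasmic reticulum, followed a 24 h cosine. Its mean profile had a list amplitude of 0.07 ± 0.01 on the log2 scale, with a fitted peak at hour 39.2. Of its 23 members, 6 passed limma's 24 h test over all probe sets and 11 did when adjusted over the list alone. The 6 were Sdf2l1, Manf, Pdia6, Creld2, Pdia4 (amplitude 0.15 ± 0.03) and Hsp90b1 (0.11 ± 0.02). With the β-actin covariate Pdia4 (amplitude 0.126, adjusted p = 0.0704) and Hsp90b1 (0.085, 0.0542) missed the test. Without the arrays of high β-actin difference Creld2 (amplitude 0.148 against 0.19 with all arrays, adjusted p = 0.120) and Hsp90b1 (0.082 against 0.11, 0.221) missed it. The other members of the 6 passed in each setting. The 11 peaked between hours 36.2 and 41.4. Hspa5, which encodes the chaperone BiP, had 0.06 ± 0.01 (adjusted p = 0.152 over all probe sets) at its brightest probe set, and another of its probe sets (0.08 ± 0.02) passed (adjusted p = 0.0247). The profile's share of variance at 24 h was 0.498, at percentile 99.99 of matched random lists, with the smallest p that the permutations of hours can give (1e-05, adjusted p = 0.00032 over 96 pairs of list and period). Sdf2l1 and Pdia6 were among genes the study lists as cycling in these arrays and had been seen before the list was fixed. Without them the share was 0.456 (permutation p = 2e-05, percentile 99.98).

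**Figure D3:**
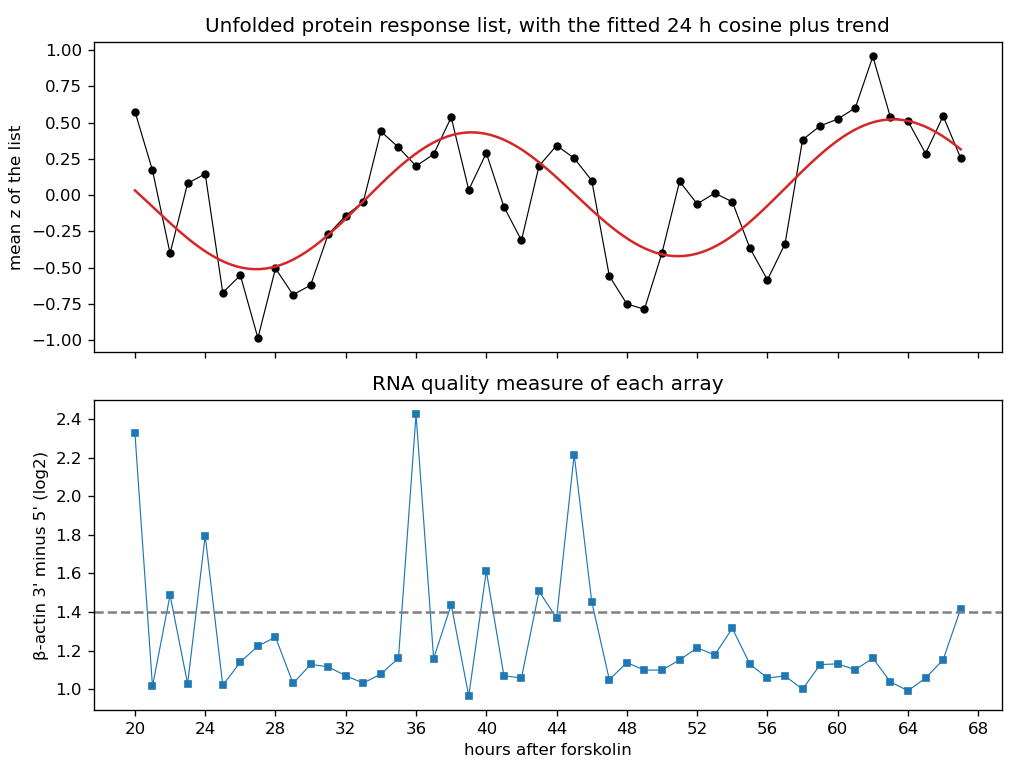
Top, mean z-score of the 23 unfolded protein response genes at each hour after forskolin, with the fitted 24 h cosine plus linear trend. Bottom, log2 difference between the β-actin 3′ and 5′ probe sets of each array, with the threshold of 1.4 as a dashed line. The list is low near hours 27 and 49 and high near hours 20, 38 and 62.

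Core clock (share 0.423) and clock output genes (0.513) passed the same list test, also at the smallest possible p. Ribosomal proteins (0.327, adjusted p = 0.0012), NRF2 targets of the oxidative stress response (0.292, adjusted p = 0.00979) and proteasome subunits (0.242, adjusted p = 0.0128) passed as well, with list amplitudes of 0.02 ± 0.005, 0.02 ± 0.01 and 0.03 ± 0.01 and peaks near hour 32. Without the 10 arrays of high β-actin difference these 3 lists no longer passed (adjusted p = 0.292, 0.292 and 0.245). Their shares were then 0.177, 0.155 and 0.227, so that the proteasome share changed little while the other shares dropped. With the β-actin covariate and all arrays, ribosomal proteins (share 0.310, adjusted p = 0.00528) and NRF2 targets (0.240, 0.0373) still passed. Proteasome subunits did not (0.199, 0.0603). Core clock, clock output and unfolded protein response passed without the 10 arrays (0.00048, 0.00048 and 0.00064) and with the covariate (0.00032 each). No list passed at 12 h or 8 h. The heat shock, mitosis, DNA replication, cholesterol and lipid synthesis, extracellular matrix, hypoxia, interferon, p53 and oxidative phosphorylation lists did not pass at any of the 3 periods, though with the β-actin covariate mitosis passed at 8 h (share 0.250, adjusted p = 0.0277). A list of 12 genes known for 12 h rhythms in liver missed the test at 24 h (adjusted p = 0.0755).

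The shape of the first cycle recurred in the second for part of the clock genes. Across core clock genes the median correlation between hours 20 to 43 and hours 44 to 67 was 0.445, at percentile 100 of matched random lists, with 0.962 for Nr1d2 and 0.886 for Cry1, whereas Bhlhe40 (-0.376), Clock (-0.292), Rorb, Bhlhe41 and Ciart had negative correlations. Clock output genes had a median of 0.209 (percentile 98.6) and unfolded protein response genes 0.103 (percentile 92.6). The median over all probe sets was -0.0510. With a linear trend removed within each window, which also removes part of a 24 h wave, the core clock median was 0.0908 (percentile 97.9), that of clock output genes 0.179 (percentile 99.8) and that of unfolded protein response genes 0.0812 (percentile 99.2).

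Apart from rhythms, expression moved steadily over the 48 h. Genes of mitosis fell together: all 25 measured members fell, among them Cenpf and Cenpe, which act at the kinetochore (by slopes of -1.72 ± 0.12 and -1.55 ± 0.09 log2 per 24 h), Kif23, a kinesin of cytokinesis (-1.51 ± 0.08), and Ndc80 (-1.41 ± 0.09). Of 22 DNA replication genes, 21 fell, with Cdc6 (-1.52 ± 0.09), Mcm5 (-1.01 ± 0.05), Ccne2 (-0.70 ± 0.07) and Mcm3 (-0.61 ± 0.06) in front. Lysosome and autophagy genes went up, 15 of 18, with Npc1, a cholesterol transporter of the lysosome (0.47 ± 0.05), Gabarapl1 (0.38 ± 0.04), Hexa (0.36 ± 0.02) and Ctsa (0.34 ± 0.04), while 1 member fell. By camera these 3 lists passed with adjusted p-values of 2.94e-32, 9.27e-15 and 5.55e-12, and with an estimated correlation with adjusted p-values of 0.00496, 0.00754 and 0.0479. The same counts held when adjusted over the list alone.

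Inmt and Ccl8 rose and Lcn2 fell by large amounts. Inmt, an N-methyltransferase, rose by a slope of 4.39 ± 0.18 log2 per 24 h, from a mean of 9.71 in hours 20 to 43 to 14.2 in hours 44 to 67. Ccl8, a chemokine (4.07 ± 0.19), Plxdc1 (3.54 ± 0.17), Adh1, an alcohol dehydrogenase (3.13 ± 0.14), Edn1, which encodes endothelin (3.06 ± 0.18), Mfap4 (2.86 ± 0.11), Depp1, Srpx2, Pgm5 and Sort1 also rose. Lcn2, which encodes the iron-carrier binding protein lipocalin (slope -4.69 ± 0.18), Retnla (-4.49 ± 0.30), Kcnk10 (-3.36 ± 0.13), Serpinb5 (-3.05 ± 0.11) and the cytokine gene Il6 (-2.92 ± 0.12) fell, as did Diras2, Cdsn, Vip, Il33 and Wwp2. Retnla, Vip, Diras2 and Il33 had mean values below the median of all probe sets in the later hours (5.56, 5.55, 6.08 and 6.29), so background limits how far these slopes could go.

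Inflammatory and early response genes also moved down by camera's preset correlation. In the NF-kB and chemokine list 8 of 14 fell and 1 rose (adjusted p = 0.0214, and 0.669 with an estimated correlation), with Lcn2, Il6, Cxcl1 (-1.51 ± 0.13) and Cxcl5 (-0.82 ± 0.07). Of the immediate early and CREB targets, the class that cyclic AMP induces, 11 of 16 fell and 1 rose (adjusted p = 0.0214, and 0.265 with an estimated correlation), with Nr4a1 (-1.91 ± 0.10), Egr3 (-0.998 ± 0.08) and Nr4a2 (-0.80 ± 0.05) falling and Ppargc1a rising (0.93 ± 0.04). Of the TGF-beta targets, 7 of 11 fell and 2 rose (adjusted p = 0.0190, and 0.222 with an estimated correlation), with Id1 (-2.18 ± 0.08), Tgfbi (-1.36 ± 0.05) and Id3 (-1.08 ± 0.06) falling. Cholesterol synthesis genes (8 of 17 rose and 2 fell, adjusted p = 0.0214, and 0.669 with an estimated correlation), led by Sc5d (0.36 ± 0.05) and Dhcr7 (0.32 ± 0.05), and clock output genes (7 of 11 rose and 2 fell, adjusted p = 0.0306, and 0.156 with an estimated correlation), led by Hlf (0.81 ± 0.05) and Dbp (0.80 ± 0.05), went up, while Nfil3 (-0.76 ± 0.03) and Usp2 (-0.61 ± 0.05) of the clock output list fell.

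**Figure D4:**
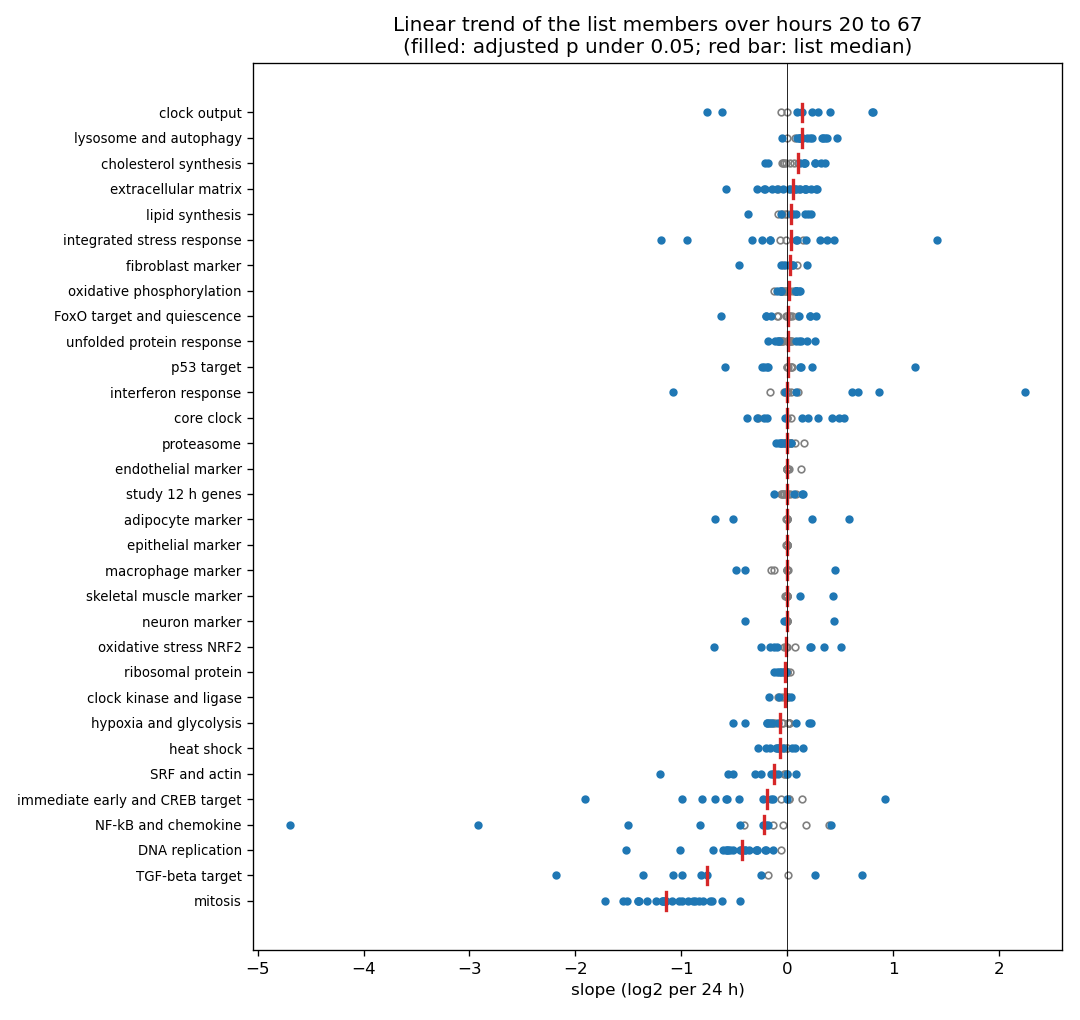
Linear slope (log2 per 24 h) of each measured member of the 32 gene lists over hours 20 to 67. Filled points have an adjusted p under 0.05 over all probe sets, open points do not, and the red bar is the list's median. Mitosis and DNA replication lie on the negative side and lysosome and autophagy mainly on the positive side.

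Over all probe sets, limma called 13686 with a linear trend, 6400 up and 7286 down. Without the last array, hour 67, it called 23749, and with means of 6 h blocks 5959. Time after forskolin was the only factor, so a trend cannot be split into time since treatment, culture age and array order. RNA quality may add to the count. The first principal component (41.7% of variance) correlated with hour (0.79) and with the β-actin difference (-0.73). Hour 67 itself had a high difference (1.42). With the β-actin covariate the mitosis, DNA replication and lysosome lists still passed by camera (adjusted p = 6.7e-33, 1.62e-14 and 8.43e-13).

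The last comparison asked how sampling density changes what is found, by taking only every 2nd, 3rd, 4th or 6th array. With all arrays 14 of the 26 clock and clock output genes had an unadjusted cosine p under 0.05 with a period between 20 and 30 h. With 1 array every 2 h it was 9 for either starting hour, every 3 h it was 9, 6 and 11, every 4 h between 6 and 9, and every 6 h between 3 and 7. Over all probe sets the count was 1084 at 1 h, 170 and 450 at 2 h, between 49 and 921 at 3 h, between 83 and 322 at 4 h and between 86 and 1784 at 6 h. At a Storey q under 0.05 the cosine fit called 141 probe sets with every array, 7 and 9 at 2 h spacing, 2, 0 and 2 at 3 h and 0 at each start of 4 h. At 6 h it called 0 for each start but hour 21, which gave 360. The estimated share of true nulls went from 0.266 at 1 h to 0.910 and 1 at 2 h, and with Benjamini-Hochberg the counts were 41 at 1 h and 7 and 9 at 2 h, so part of the drop in the q-based count came with the estimated share. Fisher's G-test at an unadjusted p under 0.05 called 536 probe sets at 1 h, between 71 and 148 at 4 h and between 101 and 923 at 6 h.

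**Figure D5:**
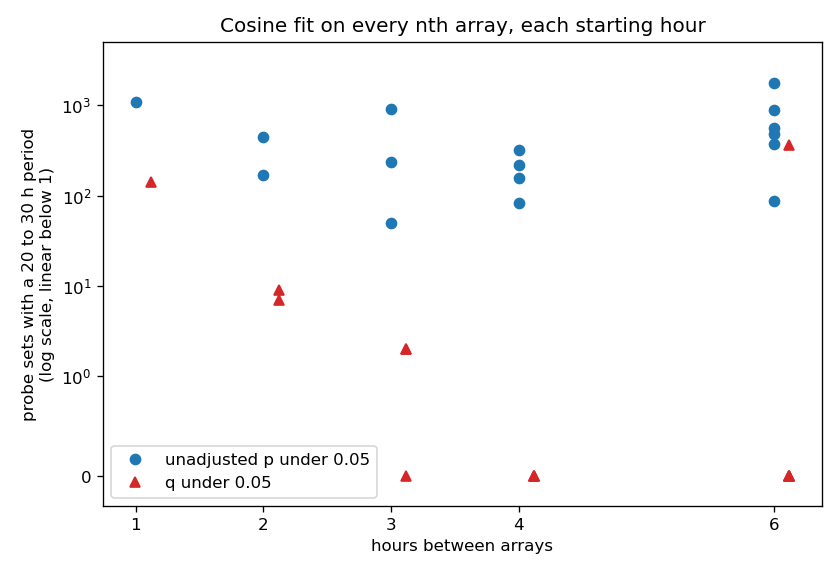
Number of probe sets with a fitted period between 20 and 30 h by the cosine fit against hours between arrays, on a log scale that is linear below 1. Each point is 1 starting hour, circles at an unadjusted p under 0.05 and triangles at a Storey q under 0.05. The q-based count is 141 at 1 h and at most 9 at 2 h spacing, and 1 start at 6 h stands apart with 360.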

Values the study reported

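The study took hourly samples of NIH3T3 cells over 48 h, the first of them 20 h after synchronization. In liver it reported 260 transcripts with a period of about 12 h and 63 with a period of about 8 h at a false-discovery rate under 0.05. For NIH3T3 cells it listed only a small set of daily cycling transcripts, mainly from the clock itself and its immediate targets, and no shorter rhythms.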

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

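The tests with the β-actin difference, with a term for hours 52 to 55 or for every other run of 4 arrays, with a lag-1 correlation and with shuffled covariates, and the exact binomial intervals on kept calls, were chosen after the data were seen, whereas the random hour orders for the window test and for the calls at 24 h and 8 h were not.

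A difference between groups of hours flagged the window test: the 24 h cosine of 22085 probe sets differed between hours 20 to 43 and hours 44 to 67. A refit with a term for the 4 arrays of hours 52 to 55 called 819, against 22085 without it, while refits with a term for each of 44 other runs of 4 neighbouring arrays called at least 16044 (from hour 51), with a median of 21584, which is consistent with a hybridization batch behind most calls. Those 4 arrays were flagged by a signal outside the main measurement, BioB spike-in values 0.90 above the mean of the other arrays (log2 15.49 against 14.59). Of 100 hour orders, the real one included, 1 gave as many calls, and the highest other gave 16199, so exchangeable orders can be excluded but a run of like arrays cannot. No biological explanation was tested for the probe sets as a whole.

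Among clock genes the same test flagged Cry1 (adjusted p = 1.5e-08), Nr1d2 (0.00022), Rora (0.00027), Rorb (0.00027), Ppara (0.0011), Per2 (0.0011), Bhlhe41 (0.0016), Clock (0.013), Hlf (0.035) and Nr1d1 (0.035), each as a difference between the windows, adjusted over the list alone. Rorb, Ppara and Bhlhe41 lay near the floor of the arrays. With the term for hours 52 to 55, Cry1, Nr1d2, Rora, Per2, Rorb and Hlf passed.

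The 24 h rhythm of the unfolded protein response genes was weighed against 3 technical explanations. With the β-actin difference regressed out, the profile's share of variance at 24 h was 0.492 of 0.498 without it, and with a term for hours 52 to 55 it was 0.450 of 0.498, so neither RNA quality, as far as that difference measures it, nor those arrays can be the whole cause. Slow drift stays open: with a lag-1 correlation of residuals 2 of the 6 members stayed past the test (exact 95% interval 4.33 to 77.7%), which met the bound set beforehand for drift, whereas 8 of 11 did when adjusted over the list alone. The interval, applied after the count was seen, spans both bounds. The 2 of 6 were counted by p adjusted over all probe sets. At an unadjusted p under 0.001, the threshold used for the 78 calls below, each of the 6 stayed (2.4e-05 for Pdia6 to 0.000921 for Creld2). No biological explanation was tested.

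The 78 probe sets called at 24 h outside the clock lists were weighed in the same way. With the β-actin difference regressed out 47 of 78 kept the call (interval 48.5 to 71.2%). With a term for hours 52 to 55 it was 42 of 78 (42.2 to 65.2%). Shuffled covariates kept a median of 70 (at least 31 and 28). RNA quality and the hybridization batch could therefore each account for part of the calls. The number of 24 h calls in all, 87 without either, was 106 with the β-actin covariate and 49 with the term. With a lag-1 correlation 61 of 78 kept an unadjusted p under 0.001 (67.4 to 86.8%). This count alone met the bound set beforehand against drift, but the interval reaches below that bound. By p adjusted over all probe sets, 37 of all 87 calls stayed. The contrast with the unfolded protein response members therefore depends on the threshold. Of 100 hour orders, the real one included, 1 gave as many as 87 calls, and the highest other gave 0, so chance under exchangeable hours can be excluded. No biological explanation was tested.

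With the β-actin difference regressed out, 3 of the 8 probe sets called at 8 h kept the call (interval 8.52 to 75.5%). Shuffled covariates kept a median of 6 (1 to 8). The number of 8 h calls in all was 11 with the β-actin covariate. Of 100 hour orders, the real one included, 1 gave as many as 8 calls, and the highest other gave 0.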

How the results depend on the processing

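The settings on β-actin, BioB, lag-1 correlation, the G-test period and Benjamini-Hochberg above the median were chosen after the results were seen. Of the alternatives for main results, leave-one-out apart, 50 left the result the same, 57 moved it and 1 weakened it. All 38 alternatives for single clock genes were classed as the same, which does not mean that amplitudes stayed equal. Without high-actin arrays the amplitude of Npas2 went from 0.61 to 0.46 and that of Cry2 from 0.37 to 0.44. Both genes still passed limma's 24 h test. For the 87 calls at 24 h, the count was 27 with Benjamini-Hochberg, 48 with quantile normalization and 243 above the median (47 with Benjamini-Hochberg). It was 1193 with normal scores and 163 without the first principal component. Without hours 20 to 25 it was 158 by the cosine fit alone (141 with all hours by that fit). It was 135 with no demand on the G-test period and 426 with periods of 20 to 28 h. A term for the BioB arrays gave 49 (24 with Benjamini-Hochberg), and the actin covariate with Benjamini-Hochberg gave 26. Replacing high-actin arrays by interpolation gave 1303 (244 with Benjamini-Hochberg). With a fixed 24 h cosine and Benjamini-Hochberg in place of both tests, the count was 132 by limma (251 with the BioB term, 55 without high-actin arrays). With a lag-1 correlation in such a fit, the count was 49. For the 2739 calls by the cosine fit alone it was 70 with Benjamini-Hochberg, 206 quantile-normalized, 703 median-centred, 144 above the median with Benjamini-Hochberg, 4566 with normal scores, 233 with the BioB term (70 with Benjamini-Hochberg), 72 with the actin covariate and Benjamini-Hochberg, and 5120 with arrays replaced (1014 with Benjamini-Hochberg). The 0 calls at 12 h became 4 above the median, 62 with normal scores, 1 without the first principal component, 3 without hours 20 to 25 by the cosine fit alone (1 with all hours by that fit), and 89 with arrays replaced (2 with Benjamini-Hochberg). The 8 calls at 8 h became 1 with Benjamini-Hochberg, 3 on the linear scale, 1 quantile-normalized, 36 above the median (0 with Benjamini-Hochberg), 1657 with normal scores, 14 without the first principal component, 79 without hours 20 to 25 by the cosine fit alone (13 with all hours by that fit), 0 with the BioB term (0 with Benjamini-Hochberg), 2 with the actin covariate and Benjamini-Hochberg, and 757 with arrays replaced (68 with Benjamini-Hochberg). Of 10 clock genes that differed between the windows, 3 were left with best-fit periods, 6 with quantile normalization and 6 with the BioB term. The core clock correlation between cycles, 0.445, was 0.0908 with the trend removed within windows. The 8 h liver list, at percentile 97.04, was at 80.0 with the best period. Of 6 lists with a rhythm 3 were left without high-actin arrays, whereas with the actin covariate only the proteasome list was lost (adjusted p = 0.0603). Without the first principal component only the NRF2 list was lost (share 0.225, adjusted p = 0.0513). The core clock share of 0.423 was 0.266 with all probe sets averaged, and the NRF2 share of 0.292 was 0.51 with the BioB term. Both lists passed in those settings. Of 8 lists with a trend 3 were left with an estimated correlation. The 13686 probe sets with a trend were 5959 with 6 h means, where 8 values stand in for 48. At 4 h spacing the median count of 187.5 was 0 by Storey q, 0 by Benjamini-Hochberg and 115.5 by the G-test. Interpolated arrays resemble their neighbours by construction. For the other changes the cause was not tested. Leave-one-out gave 9 to 11 clock genes, 59 to 583 calls at 24 h, 2235 to 5652 by the cosine fit alone, 0 to 14 at 12 h, 4 to 455 at 8 h and 12034 to 23749 probe sets with a trend. Below the median of all probe sets, signal lay near the background, and neighbouring hours were more alike there (median lag-1 correlation 0.375, against 0.0253 above it).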

Other observations

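The random hour orders for the trend, the β-actin covariate and the calls with no demand on the G-test period were chosen after the result was seen. In several lists that did not pass the trend test at the preset correlation, single members did. Of 16 interferon response genes, 5 rose and 2 fell (camera adjusted p = 0.0585, 0.0482 with the β-actin covariate, 0.0651 in the window contrast blocked by hour of the cycle, and adjusted p = 0.265 with an estimated correlation): Ifit3 rose by a slope of 2.25 ± 0.14 log2 per 24 h, Bst2, which tethers virus particles, by 0.87 ± 0.09 and Ifit2 by 0.67 ± 0.03, and Usp18 fell (-1.08 ± 0.07). Of 15 SRF and actin genes, 10 fell and 1 rose (camera adjusted p = 0.0585, 0.0362 in the blocked contrast, 0.0140 with the β-actin covariate, and adjusted p = 0.236 with an estimated correlation), with the smooth muscle actin gene Actg2 (-1.20 ± 0.11), Ccn2 (-0.56 ± 0.08), Ccn1 (-0.51 ± 0.09) and Tagln (-0.31 ± 0.08). Of 21 extracellular matrix genes, 11 rose and 7 fell (adjusted p = 0.134), with Lum (0.29 ± 0.03) and Mmp2 (0.28 ± 0.03) up and Timp1, an inhibitor of matrix proteases, down (-0.58 ± 0.04). The counts over the lists are those over all probe sets.

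Stress genes went both ways. Of 16 integrated stress response genes, 7 rose and 6 fell (adjusted p = 0.539), with Vldlr up (1.42 ± 0.17) and Cth (-1.19 ± 0.05) and Atf3 (-0.95 ± 0.12) down. Of 15 p53 targets, 4 rose and 5 fell (adjusted p = 0.350), with the growth arrest gene Gadd45a up (1.21 ± 0.04) and Btg2 down (-0.58 ± 0.07). Of 15 heat shock genes 3 rose and 8 fell (adjusted p = 0.350), with Bag3 (-0.27 ± 0.03), and of 20 hypoxia and glycolysis genes 3 rose and 7 fell (adjusted p = 0.350), with Pfkfb3 (-0.51 ± 0.04). In the FoxO and quiescence list 4 of 16 rose and 4 fell (adjusted p = 0.272), with Klf2 down (-0.62 ± 0.14) and Txnip up (0.27 ± 0.03). Of core clock genes 6 of 15 rose and 5 fell (adjusted p = 0.331), of unfolded protein response genes 5 of 23 rose and 4 fell (0.272), of lipid synthesis genes 6 of 13 rose and 2 fell (0.134), of oxidative phosphorylation genes 7 of 21 rose and 4 fell (0.312), and of ribosomal protein genes 0 of 17 rose and 7 fell (0.333). Of the 9 clock kinases and ligases 1 rose and 2 fell (0.902), and of the study's 12 h genes 3 of 12 rose and 1 fell (0.350).

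In the NRF2 list 4 of 13 rose and 5 fell (adjusted p = 0.826), with a median slope of -0.01 and a positive camera direction, and in the proteasome list 1 of 21 rose and 5 fell (0.763), with a mean slope of -0.00243 and a positive direction, so median, mean and test differ in sign in both. Among markers of other cell types, 2 of 10 adipocyte genes rose and 2 fell (0.763), against a positive direction by camera and a negative median slope, 1 of 10 macrophage genes rose and 2 fell (0.762), 1 of 10 neuron genes rose and 2 fell (0.390), 2 of 10 skeletal muscle genes rose and 0 fell (0.902), and none of the epithelial (0.531) or endothelial genes (0.868) passed. Fibroblast markers had 3 of 11 up and 3 down (0.743).

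With both q-values under 0.05, the fitted period in the window and no demand on the G-test period, 135 probe sets were called at about 24 h here. That is more than the few transcripts quoted from the study above. By the same criteria 12 probe sets were called at about 8 h here. That is higher than what is quoted from the study above. Neither count is like for like with the study, since a cosine fit with Gaussian null series stood in for COSOPT. Its q-values rest on an estimated share of true nulls of 0.266. With the G-test period demanded, the 8 h count was 8, and 1 with Benjamini-Hochberg. It was 0 with a term for hours 52 to 55 and up to 1657 in other settings. These counts therefore cannot show whether the study missed rhythms. Of 100 hour orders, 3 gave as many probe sets with a linear trend as the 13686 of the real order, which is among them, and the highest other gave 17223, so chance under exchangeable hours can be excluded at a share of 0.05, though not by a wide margin. Why a shuffled order can call more than the real one was not tested.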
